A study of Mus musculus with 16 samples.

How the data were processed

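Bulk RNA sequencing had been done on intervertebral discs of 16 mice, 4 tail discs pooled per mouse. Per the labels' protocols, total RNA was extracted with Trizol, ribosomal RNA was depleted with QIAGEN FastSelect and libraries were made with the NEBNext Ultra II kit. The molecule field of the labels instead reads polyA RNA. The level of Rn7sk, which carries no poly(A) tail, reached 30367 to 46931 TPM, so transcripts without such a tail were present. The authors deposited 1 table of TPM values, with 1 column per mouse and Ensembl gene identifiers paired with gene names. Each column of deposited TPM values sums to 1000000 over 49315 genes, of which 14054 are 0 in every library. The aligner, the counting method, its use of strand, the genome build and the annotation are not stated in the labels.

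Groups and mouse numbers were taken from the titles. The genotype field of the wild-type libraries is cut short in the labels, and the titles gave the genotype. The library names begin with A8 in injured mutants 1 and 2 and intact mutants 1 and 2, with M in injured mutants 3, 4 and 5 and intact mutants 3 and 4, and with D in all wild-type mice. The naming therefore cannot be told apart from genotype in the wild type, and within mutants it was tried as a covariate and as a subset. No pair of libraries was identical, and correlations of log2(TPM + 1) between libraries ranged from 0.825 to 0.952. Groups share mouse numbers in the labels, but same-numbered libraries are different mice, so no pairing was used in the main test.

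Positions, biotypes, exon lengths and GC content came from GENCODE release M21 on GRCm38, joined by Ensembl identifier. Of the 49315 identifiers, 48970 (99.3%) were found there. Dividing each TPM value by what 1 read is worth, given the union exon length of the gene, put 94.0% to 94.9% of the low values of a library (under 20 implied reads) within 0.05 of a whole number. The implied reads of a library were taken as its depth, 10218595 to 24876606, and are approximations computed here. Intervals for counting error were not derived from them, and errors given are between mice.

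The main test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(TPM + 1). Genes with at least 1 TPM in at least 3 libraries were tested, 24188 in all. All 16 libraries entered 1 fit with a mean per group, so that the groups share 1 estimate of the spread, and 5 contrasts were taken. Adjusted p-values are Benjamini-Hochberg values over the tested genes of a contrast, with a threshold of 0.05. Errors of changes are standard errors computed from the spread of a gene as moderated by eBayes, not the ordinary ones of lmFit. A test on simulated data with 200 changed genes among 24188 recovered 91% of them at a simulated log2 change of 2. It gave 6 false calls, and 0 calls in the contrast without changes. Noise was drawn independently for each gene with the same spread in all groups. Only genes with a mean log2(TPM + 1) above 3 were changed, and only in injured mutants. The simulation therefore does not cover low genes, changes in the wild type or variation that genes share.

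Before the data were examined, gene lists, the design and the rule for naming genes were fixed. In each contrast of 2 groups the rule took the 4 largest rises and the 4 largest falls among genes with a symbol (not Gm, Rik or identifier only), an adjusted p under 0.05 and no overlap of the groups' TPM values. For the interaction it took the 4 smallest adjusted p-values. Adam8 and genes of the lists could be named whatever their result. Of the 5 list genes called between genotypes in injured discs when adjusted over the lists alone, 1 is not reported here. Scores are the mean log2(TPM + 1) over a list, compared by exact two-sided permutation with Python 3.11.15 and scipy 1.17.1. The interaction of scores was to use a large number of random resamples, but all 4410 arrangements of genotype within treatment could be enumerated and were. Its two-sided p is the smaller tail doubled. Adjusted values cover the 25 score tests. On 300 simulated sets without differences, 2.67% of group p-values and 3.67% of interaction p-values were under 0.05.

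The alternatives were another pseudocount (0.1), no filter, a filter at a mean of 5 TPM, median-of-ratios scaling, quantile normalization, eBayes without the trend, limma's sample weights, a fit of only the groups compared, a replicate block, the naming of mutant libraries, a skeletal muscle score and log2 Ddx3y as covariates, a minimum log2 change of 1, and leaving out each mouse. Added after the data were seen were limma's voom on the implied reads and centring of each library within bins of GC content and exon length. An injury axis was also computed. The 7438 genes called for injury in mutants were weighted by their mutant log2 change, and each library was placed relative to the mean of the other intact libraries of its genotype, so that 0 is intact and 1 the mean mutant change. All libraries in the table were used.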

Results

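Gene expression was measured by bulk RNA sequencing in intervertebral discs of 16 mice. The tissue of each mouse was pooled from 4 tail discs, so each library stood for 1 animal. The mice carried either the Adam8EQ mutation or were wild type, and their discs were either injured or left intact. The injured groups held 5 mutant and 4 wild-type mice, and the intact groups held 4 mutant and 3 wild-type mice. Adam8 encodes a membrane-anchored metalloprotease, and the labels describe the EQ allele no further. The series title names DBA, an inbred mouse strain, as the comparison strain. The design implies 5 comparisons: injury within each genotype, genotype within each treatment, and the difference between the injury effects of the genotypes. All levels are TPM values, read counts scaled by gene length and by the total of the library, and all changes are differences of mean log2(TPM + 1), a scale that understates the change of genes with low levels.

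The table held 49315 genes, of which 24188 reached 1 TPM in at least 3 libraries and were tested. The reads implied by the TPM values ranged from 10218595 to 24876606 per library, with a median of 13313635. Injured mutant mouse 1 had the deepest library and intact mutant mouse 1 the shallowest. Between 20085 and 21919 genes reached 1 TPM in a library. Mitochondrial genes took 4.53% to 7.70% of all TPM. The 10 highest genes of a library took 14.3% to 19.3%, and the non-coding RNA Rn7sk alone reached 30367 to 46931 TPM. Ddx3y, a gene on chromosome Y, lay at 48.8 TPM or above in all 16 libraries. Xist, which is transcribed from an inactive X chromosome, lay at 0.284 TPM or below.

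The first principal component of log2(TPM + 1) took 40.6% of the variance and the second 9.27%. On the first component the 7 intact libraries lay between -66.9 and -40.2, and the 5 injured mutant libraries between 39.6 and 97.8. The 4 injured wild-type libraries were spread along the component. Mouse 1 at -42.6 lay within the intact range and mouse 2 at -23.2 between the ranges. Mouse 3 at 84.9 and mouse 4 at 41.8 lay within the injured mutant range. The median standard deviation of a gene within a group, on the log2 scale, was 0.35 in injured wild-type discs (n = 4) and 0.34 in injured mutant discs (n = 5), against 0.23 in intact wild-type discs (n = 3) and 0.25 in intact mutant discs (n = 4).

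**Figure D1:**
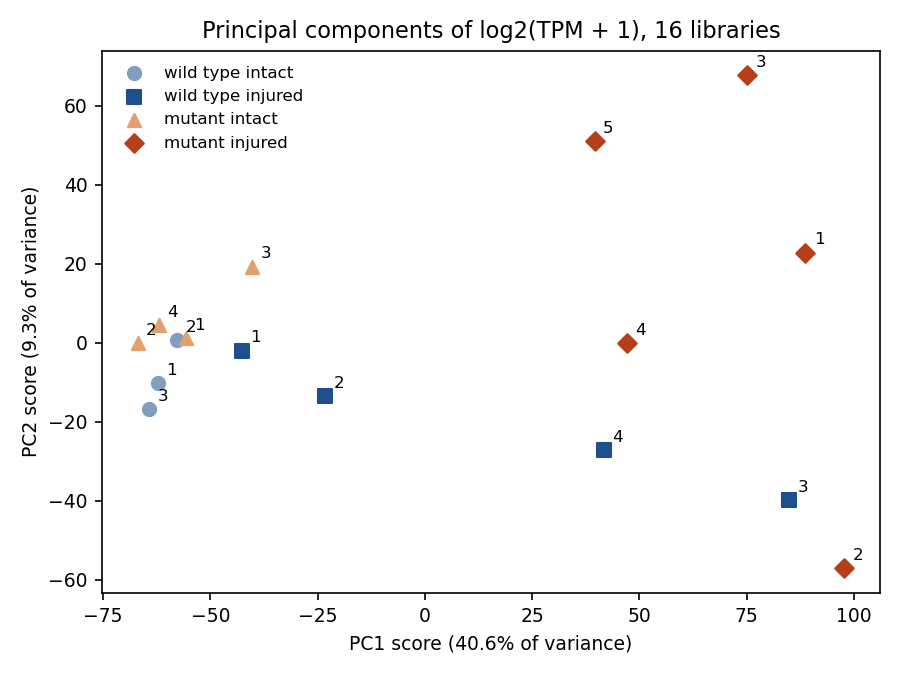
Scores of the 16 libraries on the first principal component (horizontal axis, 40.6% of the variance) and the second (vertical axis, 9.27%) of log2(TPM + 1), with a colour and shape for each group and the mouse number beside each point. Injured wild-type mice 1 and 2 lie at -42.6 and -23.2 on the first component, nearer the intact libraries than mice 3 and 4 at 84.9 and 41.8.

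Adam8 itself (ENSMUSG00000025473, GRCm38 chromosome 7, 139978932 to 139992562, minus strand, protein coding) was measured first, because it is the mutated gene. In intact discs it was low in both genotypes, at 1.51 ± 0.235 TPM in the wild type (SD, n = 3) and 1.55 ± 0.948 TPM in mutants (SD, n = 4). The 7 intact libraries held 15 to 34 implied reads of Adam8 each. In injured discs Adam8 reached 32.6 ± 32.7 TPM in the wild type (SD, n = 4) and 87.3 ± 101 TPM in mutants (SD, n = 5). The injured wild-type values were 3.52 TPM in mouse 1, 5.59 in mouse 2, 66.3 in mouse 3 and 54.9 in mouse 4. The injured mutant values were 68.4, 264.1, 39.4, 48.3 and 16.2 TPM in mice 1 to 5. The rise with injury was 4.56 ± 0.81 on the log2 scale in mutants (SE, limma adjusted p 0.001556) and 2.87 ± 0.92 in the wild type (SE, limma adjusted p 0.1719), so it passed the threshold of 0.05 in mutants and not in the wild type. The rises themselves differed by 1.69 ± 1.23 (SE, limma adjusted p 0.7446), which did not pass the threshold. Between genotypes the difference was -0.03 ± 0.92 in intact discs (SE, limma adjusted p 1) and 1.65 ± 0.81 in injured discs (SE, limma adjusted p 0.268), neither of which passed. The sign of the intact difference depended on the processing: with quantile normalization it was 0.0154.

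**Figure D2:**
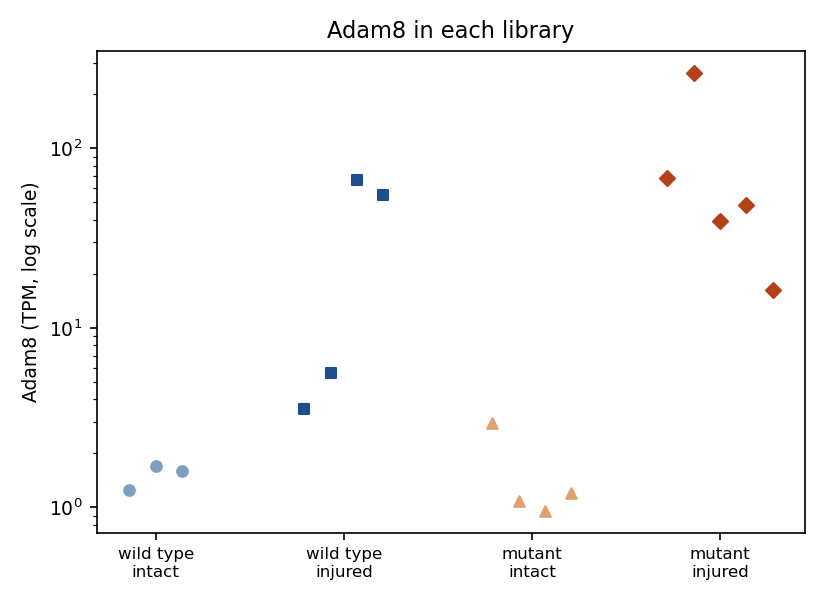
Adam8 level of each library in TPM (vertical axis, log scale) for the 4 groups along the horizontal axis, with 1 point per mouse. All 7 intact libraries lie below 3 TPM, the 5 injured mutant libraries between 16.2 and 264.1 TPM, and the injured wild-type libraries at 3.52, 5.59, 66.3 and 54.9 TPM.

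Which genes responded to disc injury was asked in each genotype. In the wild type, 28 genes differed between injured and intact discs at an adjusted p under 0.05, 26 of them higher and 2 lower in injured discs. At an unadjusted p under 0.05 there were 4155 genes. The share of higher genes was 92.9%, against 77.1% with quantile normalization and 76.9% after centring by GC content and length. The count depended most on single mice: it was 452 without injured mouse 1 and 2 without intact mouse 1. The largest rises were those of Lcn2, Timp1, Chil1 and Adam12. Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) rose by 3.89 ± 0.50 (SE, limma adjusted p 0.006872), from 69.3 ± 14.5 TPM (SD, n = 3) to 1192 ± 691 TPM (SD, n = 4). Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) rose by 3.33 ± 0.49 (SE, limma adjusted p 0.02479), Chil1 (ENSMUSG00000064246, chromosome 1, 134182176 to 134190181) by 3.33 ± 0.42 (SE, limma adjusted p 0.006085) and Adam12 (ENSMUSG00000054555, chromosome 7, 133883199 to 134232146) by 3.28 ± 0.50 (SE, limma adjusted p 0.02672). All 4 are protein coding. The 2 lower genes, named here because they were so few and after their values were seen, were Gm24733 at -1.67 ± 0.28 (SE, limma adjusted p 0.0417) and 4833412C05Rik at -1.79 ± 0.30 (SE, limma adjusted p 0.0414).

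In mutants, 7438 genes differed between injured and intact discs, 3168 higher and 4270 lower in injured discs, and 10158 had an unadjusted p under 0.05. The share of higher genes, 42.6%, depended on the scaling. It was 52.1% with median-of-ratios scaling, 47.9% with quantile normalization, 51.3% after centring by GC content and length and 35.4% with limma's voom, so which direction held the majority is not settled. Of the 7438 genes, 3159 changed by at least 1 on the log2 scale. The count fell most when the mutant libraries were limited to the 5 named M in the labels, which gave 725 genes. The 4 largest rises were those of Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254), Il11 (ENSMUSG00000004371, chromosome 7, 4772373 to 4782859), Saa1 (ENSMUSG00000074115, chromosome 7, 46740497 to 46742980) and Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115). Nos2 rose by 7.43 ± 0.998 (SE, limma adjusted p 0.0004667), from 2.84 ± 2.11 TPM (SD, n = 4) to 681 ± 481 TPM (SD, n = 5). Il11 rose by 7.23 ± 0.71 (SE, limma adjusted p 0.0001172), Saa1 by 6.81 ± 0.75 (SE, limma adjusted p 0.000196) and Cxcl1 by 6.59 ± 1.23 (SE, limma adjusted p 0.001888). The value of Saa1 is uncertain, because it can share reads with the similar gene Saa2. The 4 largest falls were those of Sfrp5 (ENSMUSG00000018822, chromosome 19, 42197971 to 42202252), Cytl1 (ENSMUSG00000062329, chromosome 5, 37735519 to 37739820), Ucma (ENSMUSG00000026668, chromosome 2, 4976122 to 4985748) and Chodl (ENSMUSG00000022860, chromosome 16, 78930948 to 78951733). Sfrp5 fell by 3.80 ± 0.65 (SE, limma adjusted p 0.00122), Cytl1 fell by 3.77 ± 0.71 (SE, limma adjusted p 0.00198), Ucma fell by 3.76 ± 0.65 (SE, limma adjusted p 0.001269) and Chodl fell by 3.41 ± 0.60 (SE, limma adjusted p 0.001437). In Cytl1 the level went from 3248 ± 353 TPM (SD, n = 4) to 341 ± 284 TPM (SD, n = 5).

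The injury effects of the genotypes were then set side by side. All 28 genes called in the wild type were also called in mutants, and all 28 changed in the same direction. Of the 7438 genes called in mutants, 6959 (93.6%) had the same sign in the wild type. Across all tested genes, which are not independent replicates, the injury effects had a Pearson correlation of 0.705. A larger number of calls in mutants does not by itself show a difference between the genotypes, so the difference was tested as an interaction. No gene passed: 0 genes had an adjusted p under 0.05, and 1979 genes (8.18%) had an unadjusted p under 0.05. The 4 genes with the smallest adjusted p were Ippk at -0.97 ± 0.14 (SE, limma adjusted p 0.1058), Matn2 at -1.08 ± 0.16 (SE, limma adjusted p 0.1058), Piezo2 at -1.68 ± 0.30 (SE, limma adjusted p 0.3173) and Mir6346 at -1.58 ± 0.30 (SE, limma adjusted p 0.3221). The median standard error of the interaction, 0.36, was larger than the 0.27 of injury in the wild type and the 0.24 of injury in mutants.

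**Figure D3:**
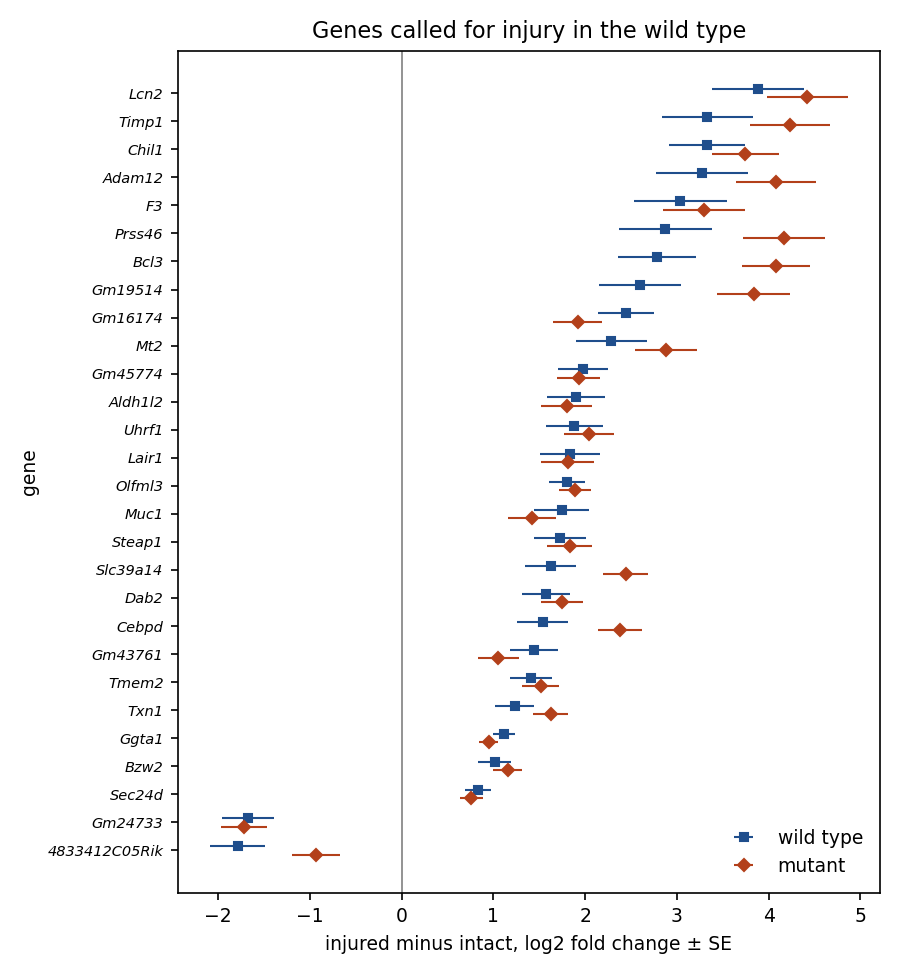
Log2 fold change between injured and intact discs (horizontal axis, ± SE) of the 28 genes called for injury in the wild type (vertical axis), in wild-type discs (squares) and mutant discs (diamonds). In both genotypes 26 genes lie above 0 and 2 below, with Lcn2 highest in the wild type at 3.89.

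Wild-type mice alone carry the D naming, and the background of the mutant line is not given in the labels. A genotype difference therefore need not come from the mutation. How the genotypes differed without injury was asked in intact discs. There 4 genes differed between genotypes at an adjusted p under 0.05, 1 higher and 3 lower in mutants, and 915 genes (3.78%) had an unadjusted p under 0.05. The count was 1 without intact mutant mouse 1 and 8 with limma's sample weights. Rtel1 (ENSMUSG00000038685, chromosome 2, 181319739 to 181356616, protein coding) lay at 53.1 ± 1.47 TPM in the wild type (SD, n = 3) and 23.4 ± 2.52 TPM in mutants (SD, n = 4), a change of -1.15 ± 0.09 (SE, limma adjusted p 7.697e-05). Msl3 (ENSMUSG00000031358, chromosome X, 168654117 to 168673898, protein coding) changed by -0.96 ± 0.12 (SE, limma adjusted p 0.008625), from 91.1 ± 10.3 TPM (SD, n = 3) to 46.6 ± 6.65 TPM (SD, n = 4). Crybg1 (ENSMUSG00000019866, chromosome 10, 43950636 to 44148853, protein coding) changed by -1.69 ± 0.21 (SE, limma adjusted p 0.008625). Tmem181b-ps (ENSMUSG00000096780, chromosome 17, 6438524 to 6467022, a transcribed pseudogene) rose by 0.80 ± 0.11 (SE, limma adjusted p 0.01466), and its value is uncertain because it can share reads with related genes. The same 4 genes were called in injured discs, in the same direction. There Rtel1 changed by -1.40 ± 0.08 (SE, limma adjusted p 8.405e-07), Msl3 by -1.07 ± 0.11 (SE, limma adjusted p 0.0006264), Crybg1 by -1.02 ± 0.19 (SE, limma adjusted p 0.02872) and Tmem181b-ps by 0.77 ± 0.09 (SE, limma adjusted p 0.004129).

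Because Msl3 lies near the end of chromosome X, its neighbours were examined, after its value had been seen. From the start of Msl3 at 168654117 to the end of Mid1 at 170005736, 12 tested genes had a mean of at least 1 TPM. All 12 were lower in mutants in both intact and injured discs, and the mean of the changes in intact and injured discs had a median over the genes of -0.9996 (from -1.52 to -0.57). Several of these genes overlap each other and can share reads, so they are not independent measurements. The mean log2(TPM + 1) of the 12 genes was 2.75 ± 0.26 in mutants (SD, n = 9) and 3.80 ± 0.21 in wild-type mice (SD, n = 7). The highest mutant library lay at 3.05 and the lowest wild-type library at 3.55. Of the 12 tested genes with a mean of at least 1 TPM just before the segment, from 166170454 to 167382749, 7 were lower in mutants in both treatments.

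**Figure D4:**
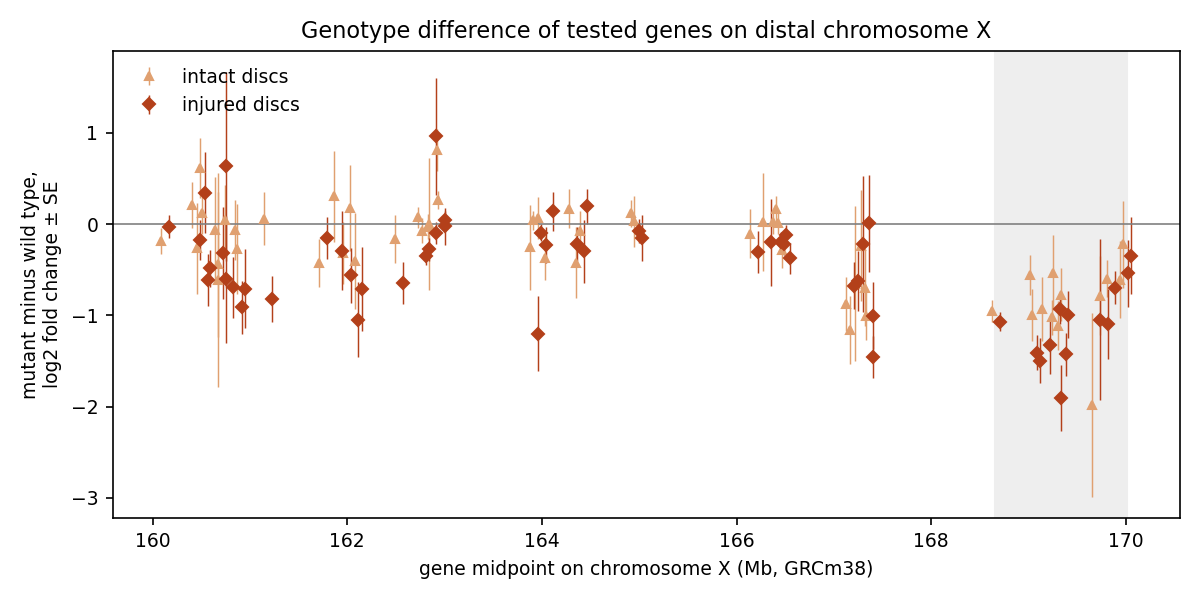
Log2 fold change between mutant and wild-type discs (vertical axis, ± SE) of tested genes with a mean of at least 1 TPM against their midpoint on chromosome X (horizontal axis, Mb, GRCm38), for intact discs (triangles) and injured discs (diamonds). The shaded segment runs from Msl3 to Mid1, and its 12 genes all lie below 0 in both treatments.

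Whether the genotypes differed in injured discs was asked next, with the same limit. There 222 genes differed between genotypes, 46 higher and 176 lower in mutants, and 4912 genes had an unadjusted p under 0.05. The share of higher genes, 20.7%, depended on the scaling. It was 47.5% with median-of-ratios scaling, 34.4% with quantile normalization and 51.2% after centring by GC content and length. The count was 2253 without injured wild-type mouse 3, 7 without injured wild-type mouse 2, 5 when only the groups compared were fitted and 2 with only the mutants named A8. With only the mutants named M the count was 264, of which 84 genes were among the 222, and 50.8% of the 264 were higher. Of the 222 genes, 206 were also called for injury in mutants. Trav13-1 (ENSMUSG00000076839, chromosome 14, 53545014 to 53545525, a T-cell receptor variable segment that can share reads with its relatives) was listed at 0 TPM in all 5 injured mutant libraries and between 0.844 and 5.80 TPM in the 4 injured wild-type libraries. It was lower in mutants (limma adjusted p 0.02999). The other largest falls were those of Sostdc1 (ENSMUSG00000036169, chromosome 12, 36314139 to 36318452), Aplnr (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923) and Lepr (ENSMUSG00000057722, chromosome 4, 101717404 to 101815352). Sostdc1 changed by -3.09 ± 0.58 (SE, limma adjusted p 0.02999), Aplnr by -2.50 ± 0.44 (SE, limma adjusted p 0.02771) and Lepr by -1.94 ± 0.39 (SE, limma adjusted p 0.03747). The largest rises were those of Il11, Npy (ENSMUSG00000029819, chromosome 6, 49822710 to 49829507), Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600) and Saa2 (ENSMUSG00000057465, chromosome 7, 46751790 to 46754313). Il11 was higher by 3.52 ± 0.71 (SE, limma adjusted p 0.03735), at 506 ± 249 TPM in injured mutants (SD, n = 5) and 66.6 ± 66.7 TPM in the injured wild type (SD, n = 4). Npy was higher by 3.24 ± 0.63 (SE, limma adjusted p 0.03388), Cxcl3 by 2.94 ± 0.65 (SE, limma adjusted p 0.04898) and Saa2 by 2.91 ± 0.63 (SE, limma adjusted p 0.0484). Saa2 shares the uncertainty of Saa1. None of these genes is shown to respond differently to injury, since no gene passed the interaction test.

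Gene lists for inflammation, matrix degradation, matrix, notochordal cells and fibrosis had been written before the data were examined. Together with Adam8 they held 64 tested genes. In the wild type 2 of these were called for injury over all genes and 17 when adjusted over the lists alone. In mutants the counts were 40 and 42. Between genotypes 0 were called in intact discs by either adjustment. In injured discs 0 were called over all genes and 5 over the lists alone. Among these, Il6, Ccl2, Dcn and Prg4 were higher in injured mutants, by 1.87 ± 0.53, 2.47 ± 0.66, 1.03 ± 0.29 and 1.53 ± 0.43 (SE), each with a limma adjusted p over the lists of 0.04569. With injury, Il6 rose by 1.47 ± 0.60 in the wild type (SE, limma adjusted p 0.2472) and 3.07 ± 0.53 in mutants (SE, limma adjusted p 0.001302). Mmp3 rose by 3.48 ± 1.29 in the wild type (SE, limma adjusted p 0.2127) and 5.99 ± 1.13 in mutants (SE, limma adjusted p 0.002023). Krt19, from the notochordal list, changed by -1.55 ± 1.14 in the wild type (SE, limma adjusted p 0.4894) and -3.02 ± 0.999 in mutants (SE, limma adjusted p 0.03291).

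The mean log2(TPM + 1) over each list was compared by exact two-sided permutation tests, 25 in all. With 5 against 4 mice the smallest p these tests allow is 0.01587, and with 4 against 3 mice it is 0.05714, so a wild-type injury test or an intact genotype test cannot go below 0.05. With injury the inflammation score rose by 4.59 in mutants (exact permutation p 0.01587, adjusted 0.09921) and by 2.82 in the wild type (exact permutation p 0.05714, adjusted 0.1429). The matrix degradation score rose by 2.55 in mutants and 1.83 in the wild type, the matrix score by 0.82 and 1.10, and the fibrosis score by 1.30 and 1.20, with the same exact permutation p-values as the inflammation score in each genotype. The notochordal score changed by -1.59 in mutants (exact permutation p 0.03175, adjusted 0.1429) and -0.90 in the wild type (exact permutation p 0.05714, adjusted 0.1429). In the 4 lists that rose, every injured library lay above every intact library of its genotype. Between injured genotypes the inflammation score was higher in mutants by 1.78, from 4.22 ± 2.31 in the wild type (SD, n = 4) to 5.99 ± 1.32 in mutants (SD, n = 5), which is within the spread between mice (exact permutation p 0.2063, adjusted 0.3968). The interaction for inflammation was 1.77 (exact permutation p 0.2041, adjusted 0.3968). None of the 25 tests had an adjusted p under 0.05, and 5 had an unadjusted p under 0.05, all of them for injury in mutants. The intact inflammation scores were 1.40 ± 0.19 in the wild type (SD, n = 3) and 1.40 ± 0.12 in mutants (SD, n = 4).

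**Figure D5:**
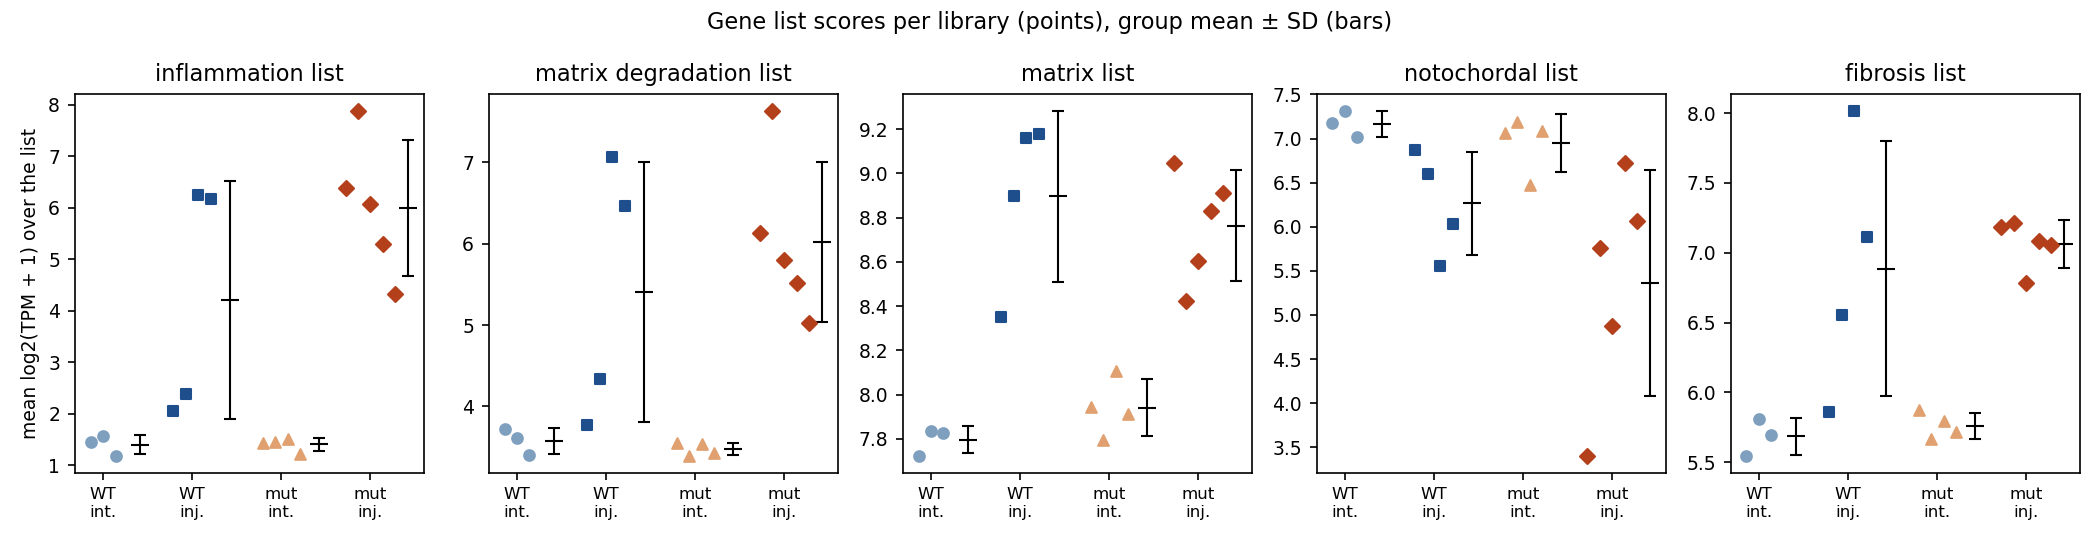
Mean log2(TPM + 1) over the genes of each of 5 lists (vertical axes, 1 panel per list, scales differ) in the 4 groups (WT, wild type; mut, mutant; int., intact; inj., injured), with 1 point per mouse and bars for the group mean ± SD. The inflammation score averages 1.40 in both intact groups, 4.22 in injured wild-type discs and 5.99 in injured mutant discs.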

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

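No test of an explanation was run for the values in this part beyond the fits that leave out the mouse concerned, and those fits had been planned before the data were examined. In each group of 4 or 5 mice, 48 measures were searched for a mouse set apart from the others by a gap that is large against the whole range (Dixon's ratio at its 95% critical value). Of the 144 combinations of group and measure, 8 had such a mouse, and chance alone gives about 7.2. No single value below is therefore remarkable by itself. No group in the design separates the mice concerned from their group, so no biological explanation was tested.

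Depth set apart both mice numbered 1 among the mutants. The library of injured mutant mouse 1 implied 24876606 reads, against 13257292 to 14326429 in the other 4 injured mutants. The library of intact mutant mouse 1 implied 10218595, against 13313523 to 13755056 in the other 3 intact mutants. Leaving out the deep library gave 6124 genes called for injury in mutants, and leaving out the shallow one gave 5787, against 7438 with all mice. A mutant injury response confined to these libraries is not what those counts show, but leaving out a mouse does not separate its depth from its biology.

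Intact mutant mouse 1 also had the highest Adam8 level of its group, 1.99 as log2(TPM + 1) against 0.97 to 1.14 in the other 3. This rested on 34 implied reads in the shallowest library, and without this mouse the genotype difference of Adam8 in intact discs was -0.27 instead of -0.03, with neither past the threshold. In the same library Cxcl3 stood at 0.158 as log2(TPM + 1), while it was listed at 0 in the other 3 intact mutants, a level at which single reads decide the value. Intact mutant mouse 2 had the highest Cxcl1 of its group, 1.81 against 1.06 to 1.18, and without it the rise of Cxcl1 with injury in mutants was 6.77 instead of 6.59.

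Injured wild-type mouse 3 had the lowest score of the chondrocyte markers in its group, 5.25 against 6.53 to 6.65 in mice 1, 2 and 4. Injured mutants ranged from 5.11 to 6.38 on the same score. A difference in the tissue taken and a difference in the response of the tissue were not separated here. Injured wild-type mouse 4 had the lowest Msl3 of its group, 6.55 against 6.65 to 6.67, and the highest Matn2, 6.85 against 6.54 to 6.59. All 4 injured wild-type values of Msl3 still lay above those of all injured mutants, and without mouse 4 the interaction of Matn2 was -1.01 instead of -1.08.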

How the results depend on the processing

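The alternatives moved the numbers of called genes and also the share of them that was higher. Over the 5 counts, 52 of 84 comparisons with an alternative stayed within 1.5 times, 24 were lower and 8 higher. Over the 25 list scores, 161 of 165 kept their sign and 4 reversed. No list score passed the threshold of 0.05 after adjustment, and many of these tests cannot pass it, so staying on that side of it shows no stability. Over the single genes named, 609 of 722 were the same, 101 lost significance, 9 gained it and 3 reversed. A called gene under the minimum log2 change of 1 counted as lost in that alternative, although its adjusted p was unchanged. The 609 include results not past the threshold in the main test, such as Adam8 for injury in the wild type in all 17 alternatives. For those results, staying the same shows no stability either. The alternatives other than voom and the GC and length centring were chosen before the data were examined. The causes of the changes below were not tested.

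The wild-type injury count of 28 became 64 with pseudocount 0.1 and 77 with sample weights. It fell to 17 with median-of-ratios scaling, 13 without the trend, 13 after GC and length centring, 11 without a filter, 7 with only A8-named mutants, 6 with log2 Ddx3y as a covariate, 4 with voom, 4 with only the groups compared and 3 with the muscle score as a covariate. The mutant injury count of 7438 fell to 3583 with only A8-named and 725 with only M-named mutants, and to 3159 at a log2 change of at least 1. The intact genotype count of 4 became 8 with sample weights and 8 with only A8-named mutants, and 2 with only M-named mutants and 2 at a log2 change of at least 1. The injured genotype count of 222 became 1070 with sample weights, 557 with voom and 365 with the muscle score. It fell to 141 with log2 Ddx3y, 139 at a log2 change of at least 1, 93 with quantile normalization, 86 without a filter, 15 with the naming as a covariate, 5 with only the groups compared and 2 with only A8-named mutants. With only M-named mutants the injured genotype count was 264, but only 84 of these genes were among the 222. The interaction count of 0 (1979 at an unadjusted p under 0.05) became 4 with sample weights.

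Leaving out each mouse gave 2 to 452 genes for injury in the wild type over 7 fits, 5332 to 7330 for injury in mutants over 9 fits, 1 to 7 for genotype in intact discs over 7 fits, 7 to 2253 for genotype in injured discs over 9 fits and 0 to 15 for the interaction over 16 fits. Among named genes, Rtel1 in intact discs and Nos2, Il11, Saa1, Sfrp5, Ucma and Chodl for injury in mutants stayed past the threshold in all 17 alternatives and in all of these fits. The other genes called between genotypes in intact discs were less stable. Tmem181b-ps lost significance in 7 of 17 alternatives, Msl3 in 5 and Crybg1 in 2. For Tmem181b-ps and Msl3, 1 of these alternatives was the minimum log2 change of 1, which left their adjusted p unchanged. In the 7 fits without 1 mouse, Tmem181b-ps lost it in 4, Msl3 in 3 and Crybg1 in 4. Between genotypes in injured discs, Cxcl3 lost significance in 12 of 17 alternatives and Saa2 in 10 of 17.

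None of the reversals passed a threshold, and the largest was that of Adam8 between intact genotypes with the naming as a covariate. The Adam8 difference between intact genotypes, -0.03, became 0.0154 with quantile normalization, 0.63 with the naming as a covariate and 0.20 with only A8-named mutants, and ranged from -0.27 to 0.0727 over the fits without 1 mouse. The inflammation score difference between intact genotypes, 0.0034, became -0.0054 with pseudocount 0.1 and -0.0341 with only M-named mutants, and ranged from -0.10 to 0.0826 without 1 mouse. The intact fibrosis difference became -0.0526 as a mean of z scores. The notochordal interaction became 0.0124 with only M-named mutants. Without 1 mouse the fibrosis difference between injured genotypes ranged from -0.16 to 0.56 and the fibrosis interaction from -0.24 to 0.48.

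Pairing was checked because groups share mouse numbers. Deviations from the group mean had a mean correlation of -0.0293 over 21 same-numbered pairs and 0.0084 over 74 other pairs, so the numbers do not pair the mice. With a replicate block the counts were 5 for injury in the wild type, 6191 for injury in mutants, 2 and 11 for genotype in intact and injured discs, and 0 for the interaction (1696 at an unadjusted p under 0.05). Depth limits low genes most: Adam8 rested on 15 to 34 implied reads in an intact library.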

Other observations

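Of the tests in this part, those of muscle carry-over, of clustering along chromosomes, of GC content and gene length, of leaving out a single wild-type mouse and of copy number were chosen only after the result was seen. The others were fixed before their result was seen, except that the caution about the measure of a mixture, and the score and gene levels set beside the test for a swapped label, were added afterwards.

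The 4 injured wild-type mice differed widely from each other. On the axis defined by the mutant injury response (0 for intact, 1 for the mean mutant change, 7438 genes), mouse 1 lay at 0.163, mouse 2 at 0.294, mouse 3 at 0.975 and mouse 4 at 0.705. The 7 intact libraries lay between -0.101 and 0.159, and the 5 injured mutants between 0.800 and 1.15. The numbers in the library names step by 1 from mouse 1 to mouse 2, by 10 from mouse 2 to mouse 3 and by 1 from mouse 3 to mouse 4. What separates these numbers is not given in the labels, so a difference in handling or date cannot be told apart from a difference between mice. Injured and intact libraries also carry separate runs of numbers in the wild type and in the A8-named mutants. The same limit therefore applies to injury itself in those mice. Only the M-named mutants carry 1 continuous run. An intact sample under an injured label was tested for mouse 1. Its position of 0.1631 exceeded the highest intact library, a mutant, by only 0.0044. The 3 intact libraries of its own genotype lay lower, between -0.0355 and 0.0359. The inflammation score of mouse 1 was 2.05, against 1.55 or below in the 7 intact libraries. Its Il11, named for its rise in mutants, was 7.48 TPM against 4.22 or below, although its Mmp3, 92.2 TPM, lay among the intact values. The score and Il11 speak against a wholly intact sample. Low depth was not a sufficient cause: mouse 1 implied 13039980 reads, against 13513929 in mouse 3. Thinning the implied reads of mouse 3 to the 11392335 of mouse 2 left its position at 0.976, against 0.975 before. This small step tests only the depth difference between mice 2 and 3. Muscle carry-over was not a sufficient cause either. Of the other injured libraries, 2 had both a higher muscle score than mouse 1, at 4.03, and a higher position. The muscle score was uneven between groups, at 3.83 to 5.68 in intact wild-type discs and 3.35 to 3.66 in intact mutants. In injured wild-type discs it was 2.88 to 4.03. Muscle content is thus entangled with injury in the wild type and with genotype in intact discs, which this comparison does not remove. A mixture of injured and intact tissue predicts that genes raised by injury sit at a constant share of the mutant excess. The quartile spread of that share relative to its median was at least 1.52 in mice 1 and 2 and at most 0.589 in mice 3 and 4. A small median inflates this measure, so a mixture, such as an injury that reached only some of the pooled discs, may still apply. A milder response to injury in some wild-type mice may equally apply, and these explanations were not separated.

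Injury called 28 genes in the wild type and 7438 in mutants. Smaller groups did not account for this: in 20 subsets with 4 injured and 3 intact mutants the count was 132.9 times the wild-type count at the lowest and 235.0 times at the highest. GC content and gene length did not account for it either, with 7510 genes in mutants after centring. Of the 8 splits of the 7 wild-type mice that part as many same-numbered pairs as the real one, 1 gave as many genes, the real split itself, but with 8 splits that share cannot be under 0.05. The other 27 splits part 0 to 2 such pairs, and 1 of them gave more, 580 genes, so 2 of all 35 gave as many. For mutants 1 of the 16 splits parting as many same-numbered pairs gave as many genes, again the real one, and 0 of the 84 other splits drawn, of which the highest gave 5067. In all, 1 of the 100 mutant splits gave as many. The wild-type split with 580 genes sets injured mice 2, 3 and 4 against the intact mice and injured mouse 1, so it is largely the injury contrast itself. The remaining wild-type splits, apart from the real one, gave at most 4 genes. The share of 2 in 35 therefore does not show that the wild-type count is an accident of grouping. Without injured wild-type mouse 1 the count was 452, and it was 12, 11 and 10 without mice 2, 3 and 4. The fits without mouse 2, 3 or 4 keep mouse 1 together with mouse 3 or mouse 4, so much of the spread stays. Those fits cannot tell whether the spread of these mice is the reason for the low count. The rise to 452 rests on 1 mouse. As all groups share 1 estimate of the spread, the median standard errors were close, 0.27 in the wild type and 0.24 in mutants. Larger errors therefore explain little of the gap. Over the 7438 genes the median ratio of wild-type to mutant change was 0.504, so the low count goes with smaller mean changes. These genes were chosen by their mutant change, which by itself lowers that ratio. No gene passed the interaction test, and 10 of 100 splits gave as many genes as the 1979 with an unadjusted p under 0.05. A stronger injury response in mutants is thus a hypothesis that these mice do not settle.

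The 222 genes that differed between genotypes in injured discs are similarly open. Of the 16 splits parting as many same-numbered pairs, 3 gave as many genes, with 628 at the highest. Of the 84 others drawn, which part 0 to 3 such pairs, 5 gave as many, with 1913 at the highest. Over all 100 splits 8 gave as many. The count after centring by GC content and length was 205, of which 131 genes were shared with the 222. Without injured wild-type mouse 1 the count was 11. This is not particular to that mouse, since in the 8 other fits that left out an injured mouse the count fell by more than 1.5 times in 5 and rose by more than 1.5 times in 3. The count may therefore reflect which mice happened to be sampled as much as the genotype.

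Differences between genotypes that appear in both treatments form a smaller set. Of the tested genes, 25 had an unadjusted p under 0.01 and the same sign in intact and in injured discs, against 7.67 expected from the separate rates, with 17 lower and 8 higher in mutants. The intact and injured mice are different animals, but the contrasts share an estimate of the spread, which makes calls coincide. Genes that met the same limit in both treatments with opposite signs, which share that estimate too, numbered 5. In intact discs alone, 1 of the 8 splits parting as many same-numbered pairs gave as many as the 4 genes called, 2 of the 27 others did, and 3 of all 35 did, so the intact count by itself cannot be told apart from an accidental grouping. The 25 genes were clustered: 13 pairs lay within 1 Mb of each other, against a mean of 0.459 and a highest value of 5 in 10000 random sets matched on expression (permutation p 0.0001, the smallest these sets can give). Of the 25 genes, 0 lay within 10 Mb of Adam8 (permutation p 1), so sequence that near to Adam8 does not account for them. Random sets held 0.232 such genes on average, so a count of 0 does not exclude a differing segment around Adam8. Further out on chromosome 7, Gm9234 at 121015142 and Gm19366 at 128013029 are among the 25, and a longer segment was not tested. The clusters were Msl3, Gm15261, Hccs, Gm15246 and Mid1 on chromosome X, Zfp970, Gm14325 and Gm14326 on chromosome 2 from 177464733 to 177957297, and Dynlt1 and Tmem181b-ps on chromosome 17 from 6430112 to 6467022. These clusters are consistent with inherited segments that differ between the mutant line and the comparison mice, rather than with an effect of ADAM8 itself. Overlapping genes on chromosome X share reads, and the chromosome 2 and 17 genes belong to families with close relatives, so a strain variant against the reference or reads shared between copies may contribute. The wild-type libraries also carry a naming of their own, so a batch cannot be told apart from the genotype.

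The chromosome X segment stands out because its 12 tested genes with a mean of at least 1 TPM shifted together. Below that limit it held G530011O06Rik, also lower in mutants, and Gm15247, which changed by 0.46 ± 0.54 in intact and -0.24 ± 0.47 in injured discs (SE). The mean mutant minus wild-type difference of the 12 genes was -1.03 in log2(TPM + 1). For genes far above 1 TPM, 1 copy against a pair of copies would give a fall of about 1. Low genes would fall less on this scale, and Gm15726 and 4933400A11Rik had means of only 1.62 and 1.38 TPM. The value is therefore not the exact size of that ratio for the 12 genes as a set. The distance of 0.4 from 1 accepted for a copy-number difference had been set with the gene values already in view. The segment was also chosen because its genes were lower, so this test shows little by itself. The same number of tested genes with a mean of at least 1 TPM just before the segment shifted by -0.42, more than the 0.3 allowed for a sharp edge. Prps2, which lies among them, changed by -1.01 ± 0.26 in intact and -1.46 ± 0.23 in injured discs (SE). A copy-number difference may therefore reach further than the segment, or expression in the region may differ for another inherited reason, and sequence reads of the region would be needed to tell.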
